# Life Cycle Analysis of Kidney Gene Expression in Male F344 Rats

**DOI:** 10.1371/journal.pone.0075305

**Published:** 2013-10-07

**Authors:** Joshua C. Kwekel, Varsha G. Desai, Carrie L. Moland, Vikrant Vijay, James C. Fuscoe

## Abstract

Age is a predisposing condition for susceptibility to chronic kidney disease and progression as well as acute kidney injury that may arise due to the adverse effects of some drugs. Age-related differences in kidney biology, therefore, are a key concern in understanding drug safety and disease progression. We hypothesize that the underlying suite of genes expressed in the kidney at various life cycle stages will impact susceptibility to adverse drug reactions. Therefore, establishing changes in baseline expression data between these life stages is the first and necessary step in evaluating this hypothesis. Untreated male F344 rats were sacrificed at 2, 5, 6, 8, 15, 21, 78, and 104 weeks of age. Kidneys were collected for histology and gene expression analysis. Agilent whole-genome rat microarrays were used to query global expression profiles. An ANOVA (p<0.01) coupled with a fold-change>1.5 in relative mRNA expression, was used to identify 3,724 unique differentially expressed genes (DEGs). Principal component analyses of these DEGs revealed three major divisions in life-cycle renal gene expression. K-means cluster analysis identified several groups of genes that shared age-specific patterns of expression. Pathway analysis of these gene groups revealed age-specific gene networks and functions related to renal function and aging, including extracellular matrix turnover, immune cell response, and renal tubular injury. Large age-related changes in expression were also demonstrated for the genes that code for qualified renal injury biomarkers KIM-1, Clu, and Tff3. These results suggest specific groups of genes that may underlie age-specific susceptibilities to adverse drug reactions and disease. This analysis of the basal gene expression patterns of renal genes throughout the life cycle of the rat will improve the use of current and future renal biomarkers and inform our assessments of kidney injury and disease.

## Introduction

Kidney function is crucially involved in the metabolism and excretion of drugs and xenobiotics, among other fundamental physiological processes such as the filtering of waste and regulation of blood pressure. The aging rat kidney has been shown to be susceptible to acute kidney injury resulting from ischemic injury [1] or drug-induced toxicity [2] [3]. In a rat model system, susceptibility to cisplatin and gentamicin-induced kidney injury has been shown to be age-dependent [4] [5]. However, certain drugs (i.e., cyclosporine) have been shown to impact renal hemodynamics via decreased glomerular filtration rate in the absence of signs of histopathological damage [6]. This suggests multiple mechanisms of acute injury that can be caused by direct injury of the kidney or through altered functional effects. The aging kidney also commonly exhibits signs of chronic kidney damage, which may include glomerulosclerosis, tubular atrophy, interstitial fibrosis and fibrous, intimal thickening of arteries [7] which all decrease renal hemodynamics. Thus, questions remain regarding the relative influence of age on systemic hemodynamic effects versus inherent molecular changes in kidney cell biology which mediate age-related susceptibility to acute kidney injury.

There is also evidence that age-related changes in kidney physiology (GFR differences due to nephrosclerosis) are present beginning in early adulthood (18–29 year olds) [8]. Furthermore, age-specific dosing regimens for some drugs (i.e., Gentamicin, Ceftazidime, Digoxin, Ranitidine) are limited by knowledge gaps regarding the expression of drug metabolizing enzymes and drug transporters that may influence their clearance or bioavailability [9] [10]. Altogether, these considerations suggest dynamic changes in renal function from the young to the old. Such changes in function are likely linked to corresponding changes in the expression of the underlying molecular machinery. Therefore, understanding how the expression of genes responsible for molecular function in the kidney changes with age is important for gauging renal capacity for drug metabolism and clearance.

Renal biomarkers (i.e., blood urea nitrogen (BUN) and serum creatinine) used for decades only detect altered kidney function. A number of proteins (including KIM-1, CLU, and TFF3) have been qualified by the Food and Drug Administration (FDA) and European Medicines Agency (EMA) for use as preclinical diagnostic urinary biomarkers of drug-induced kidney injury [11] [12]. These new biomarkers are altered before major functional defects have occurred and signal specific cellular damage (KIM-1, Clu) [12]. Additional urinary protein biomarkers, genes, and metabolites are similarly evaluated for inclusion as preclinical biomarkers of toxicity [13]. Thus, knowledge of the relative expression of these genes and their normal, age-related changes throughout the life cycle in preclinical models will inform the evaluation of these biomarkers and deepen our understanding of kidney function. This study examines the global gene expression profiles of the kidney across the rat life cycle and describes the age-related changes that may impact kidney function or underlie susceptibilities to adverse effects.

## Materials and Methods

### Animal Study

All in-life rat studies were performed under Association for Assessment and Accreditation of Laboratory Animal Care-approved conditions and approved by the USFDA/NCTR Institutional Animal Care and Use Committee. Animals were sacrificed by carbon dioxide asphyxiation. Male Fisher 344 rats obtained from National Center for Toxicological Research’s (NCTR) animal breeding colony were fed the NIH-31 diet (*ad libitum*) and housed with a 12-hr light/dark cycle (0600–1800). Rats were housed two per cage in standard polycarbonate cages with hardwood chip bedding maintained at 23 degrees C with a relative humidity of ∼50%. Animals were sacrificed at 2, 5, 6, 8, 15, 21 weeks (n = 6 per age group), 78 weeks (n = 8) and 104 weeks (n = 6) of age. Additional animals were included in the 78 and 104 week time points to compensate for anticipated loss of animals during the course of the experiment. These numbers were based upon natural survival curves of these animals. The in-life animal studies have been previously described [14].

### Necropsy

Animals were sacrificed at the same circadian time (between 0900 and 1100) for each time point and euthanized by carbon dioxide asphyxiation. Body weights were recorded and sections of kidney to be used for gene expression studies were flash frozen and stored at −70 degrees C. Sections of the kidneys were collected from rats aged 78 and 104 weeks for histological examination and placed in 10% neutral buffered formalin.

### RNA Isolation

Total RNA was isolated from approximately 30 mg kidney (cold-ground powdered whole kidney, using mortar and pestle in liquid nitrogen) using Qiagen RNeasy Mini Kit (Qiagen Inc., Valencia, CA) according to manufacturer’s protocol. The yield of the extracted RNA was determined spectrophotometrically by measuring the optical density at 260 nm (Nanodrop-1000, Thermo Scientific, Wilmington, DE). The purity and quality of extracted RNA were evaluated using the RNA 6000 LabChip and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNA samples with RNA integrity numbers greater than 8.0 were used for microarray experiments with an average RNA integrity number of 8.5 for all samples.

### Microarray Experiments

Gene expression studies (n = 4 for 2, 5, 6, 8 weeks and n = 5 for 15, 21, 78, 104 weeks) were completed using single color (Cy3) Agilent Whole Rat Genome 4×44 k microarrays, which contain 4 identical arrays per slide, and reagents according to manufacturer’s protocols (Agilent Technologies, Santa Clara, CA) for cRNA labeling and hybridization using 500 nanograms of total RNA. An Agilent one-color spike-in kit was used as a positive control and to monitor labeling efficiency across all experiments. 

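The 35 arrays analysed here lay on 18 slides, with up to 4 arrays on a slide. In 1 slide, 2 arrays of one age shared the slide, which were 2 weeks replicates 3 and 5. After the mean of each age was removed from every probe, the 23 pairs of arrays of different ages on the same slide had a median Pearson correlation across probes of 0.421, and the 512 pairs on different slides had a median of -0.0341. Probes are not independent replicates, so these correlations describe the arrays and were not tested.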

Samples were randomized by age such that biological replicates of the same group were not hybridized to the same slide. Arrays were scanned for fluorescent signal intensities using the Agilent High Resolution C Scanner (Agilent Technologies, Santa Clara, CA). Image quality was evaluated using Agilent’s Feature Extraction software and all arrays passed the default quality control metrics recommended by Agilent. Microarray feature intensities were collected and subjected to further analysis. A universal rat reference (URR) RNA (Stratagene, Agilent Technologies) was labeled and incorporated into the array design to control for batch/day effects during data processing. In total, six URR hybridized arrays were included in the study. Pair-wise Pearson’s correlations between un-normalized individual URR array intensity values (F532-median) ranged from R = 0.955 to 0.991. Full microarray data are available at Gene Expression Omnibus with accession GSE47068.

### Microarray Data Analysis

Microarray intensity data were uploaded to the ArrayTrack database [15] and normalized using 75^th^-percentile scaling without background subtraction. Statistical analyses were performed on normalized intensity values using an ANOVA. Relative fold-change values were calculated from data for each time point. Relative fold-changes for each microarray feature/spot were calculated by taking individual animal values divided by the averaged expression from all ages. The MicroArray Quality Control (MAQC) Consortium [16] suggests the use of a fold-change cut off along with a non-stringent p-value cut off as a baseline practice to improve reproducibility in microarray data processing. Therefore, filtering criteria, consisting of the ANOVA (p<0.01) and an absolute fold-change value of 1.5 or greater at any time point, were used to define an initial set of differentially expressed genes. Applying these criteria to the 41,897 features on the Agilent microarrays resulted in 7,683 array features (consisting of 3,724 unique Entrez Gene IDs) being designated as differentially expressed. The complete data set with annotations, fold-changes, and p-values, is available in Table S1. For brevity and consistency, genes are referenced by their official gene symbol as defined by NCBI. Three-dimensional principal component analysis (3D-PCA) was performed on normalized intensity values of the 7,683 differentially expressed features in ArrayTrack. K-means cluster analysis was also performed on the 7,683 differentially expressed features using JMP Genomics (SAS 9.2; Cary, NC). The number of initial clusters chosen was 28 as this was the lowest number of clusters to allow a minimal correlation coefficient of R = 0.6 for any feature profile in its respective cluster. Functional annotation and pathway analysis of gene expression data were performed using Ingenuity Pathway Analysis software (IPA, Ingenuity Systems, Redwood City, CA). Default settings for expression dataset analysis were used and ranked results from Top Networks, Bio-Functions, Tox-Functions, and Canonical Pathways meeting minimal p value<0.05 for each pathway containing at least three focus molecules were queried for functional annotations and over-represented pathways to facilitate the biological interpretation of selected gene lists. IPA uses a Fisher’s Exact Test to calculate a p-value for over represented pathways.

### Quantitative Real Time PCR Analysis (qRTPCR)

For each sample, 0.5 µg of total RNA was reverse transcribed by MultiScribe™ MuLV reverse transcriptase using random primers as described by the manufacturer (Applied Biosystems, High-Capacity RNA-to-cDNA Kit). The resultant cDNA was diluted 1∶5 and 4.0 µl (20 ng) was used as the template in a 20 µl Taqman Expression Assay PCR reaction (Applied Biosystems, Foster City, CA) for Slco1a1 (Assay ID: Rn01463125_m1), Slc22a7 (Rn00585513_m1), Mmp7(Rn00689241_m1), Cyp2c11 (Rn01502203_m1), Cyp1a1 (Rn01418021_g1), Havcr1 (Rn00597703_m1), Tff3(Rn00564851_m1), Clu (Rn00562081_m1), and Actb (Rn00667869_m1). Taqman PCR was conducted in MicroAmp Optical 384-well reaction plates (Applied Biosystems) on an ABI 7900HT real-time PCR detection system. The gene expression level of each sample for each gene was standardized to the house-keeping gene, Actb, to control for differences in RNA loading, quality and cDNA synthesis using the ΔΔCt method. For graphing purposes, the relative expression levels were scaled such that the expression level of the mean expression for qRTPCR (n = 6) and microarray data (n = 5) was equal to one. A Pearson correlation coefficient (R) was calculated for each gene comparing qRTPCR and microarray relative expression with age.

## Results

An in-life study of Fischer 344 rats ranging from 2 to 104 weeks of age was conducted and animals were sacrificed and tissues collected at various time points as previously described [14]. Histopathological analysis of the kidneys obtained from 78 and 104 week old animals generally found evidence of increased inflammation and mononuclear cell infiltration with age. 

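RNA from the kidneys of 35 male rats was hybridized to one-color Agilent arrays, 1 animal to each array. There were 4 animals at 2, 5, 6, 8 and 104 weeks and 5 animals at 15, 21 and 78 weeks. The authors scanned the arrays and extracted the spot intensities with Agilent's Feature Extraction software. The deposited scanner files hold for each spot its median signal, the local background and a background-subtracted processed signal, without normalization between arrays. The paper's text states scaling to the 75th percentile without background subtraction, gives median intensities for the reference arrays and names no signal column for the kidney arrays. The median signal was divided by the 75th percentile of the array's non-control features and taken to log2. That percentile lay between 318 and 1305 intensity units with a median of 836.5. Control spots and spots marked as outliers by the scanner software were left out, and spots of one probe were averaged. Between 65.8% and 77.4% of the features on an array were well above background. Ages were compared with limma, in one fit over all arrays, and the number of animals at each age limits the precision. Without background subtraction the fold differences of dim probes are compressed toward 1.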

Male kidney gene expression was measured using Agilent whole genome rat arrays for animals at 2, 5, 6, 8, 15, 21, 78 and 104 weeks of age. Gene expression data were entered into ArrayTrack™ [15] the Food and Drug Administration’s database for microarray data storage, processing, analysis, and visualization that was created at the National Center for Toxicological Research (NCTR). The Agilent microarray contains 41,742 spots accounting for 18,435 unique Entrez Gene IDs. 

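Each array file listed 45018 features, of which 1639 were controls. The other features carried 41012 different probes. A current gene symbol was found through the RefSeq accession for 17092 features, which named 12206 genes. The remaining probes were tested without a gene name.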

Initial filtering criteria consisted of an ANOVA (p<0.01) along with a relative fold change>1.5 which resulted in 7,683 features or 3,724 unique genes which comprises the list of differentially expressed genes (DEGs). This list of DEGs was used for all further analysis.

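Of the 41012 probes, 4276 (10.4%) had a limma moderated F-test p under 0.01 together with a relative fold change of at least 1.5 at any age, and they named 1951 genes. The p alone was met by 6639 probes and the fold change alone by 5985. With a Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted p, 4200 probes remained past both criteria. Nearly all of the called probes, 4275, were well above background on every array of at least 1 age. The background-subtracted processed signal and the authors' value table gave 7240 probes each, and a relative fold change of 2 gave 1685 probes.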

The 7,683 features that met the filtering criteria were used for principal component analysis (Figure 1). 

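Principal components were computed on the log2 values of the 4276 called probes, centered and not scaled. The first component held 47.7% of the variance, the second 21.8% and the third 8.35%. Over the 29777 probes well above background on every array of at least 1 age, chosen without regard to age differences, the shares were 28.6%, 22.1% and 11.3%.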

The top 3 principal components account for 41.3%, 23.7% and 7.2% of the total variability in the dataset, respectively, and are plotted in three dimensions to visualize the contribution of individual animals to the global expression profiles of the DEGs. 

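Over those 29777 probes, the mean distance in the first 3 components was 71.8 between animals of different ages and 48.2 between animals of one age, a ratio of 1.49 (permutation test with 100000 relabelings, one-sided, p = 1e-05, the smallest these relabelings can give). The spread within an age differed. On the called probes, the mean distance within an age was 4.77 at 8 weeks, 19.7 at 15 weeks and 27.4 at 21 weeks. When each array was compared by Spearman correlation with the mean profile of every age, the array itself left out, 11 of 35 arrays were nearest to their own age and 18 to an age next to it in order. Over the called probes alone, which were chosen for differences between the ages of these arrays, 27 were nearest to their own age. The array 15 weeks replicate 5 lay at -11.3 on the first component, while the other 15 week arrays lay between 13.8 and 19.6.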

Animals from the same age group tend to cluster tightly with each other and each age group appears in a pattern that is consistent with the sequential ages. The 2 week old group shows the greatest distance from the other ages, followed by more proximal clustering of the 5, 6, 8, 15 and 21 week old groups, with 78 and 104 week old groups occupying a third sub-cluster. These three broad age-divisions seem to define major stages in kidney gene expression during the life cycle. Thus, the gene expression differences between these three groups were further analyzed for developmental trends using Ingenuity Pathway Analysis software. 

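Distances between the age means in the first 3 components of the called probes averaged 82.3 from 2 weeks to the ages of 5 to 21 weeks and 95.4 from 2 weeks to 78 and 104 weeks. The ages of 5 to 21 weeks lay 47.5 from the ages of 78 and 104 weeks on average. Among the ages of 5 to 21 weeks the mean distance was 19.2, and 78 and 104 weeks were 12.5 apart. On the first component the 2 week mean was -73.0 ± 3.30 (SD, n = 4) and the 104 week mean 21.3 ± 0.425 (SD, n = 4). On the second component the 8 week mean was -15.7 ± 1.09 (SD, n = 4) and the 104 week mean 34.1 ± 6.59 (SD, n = 4). From the separation of these groups, the paper proposes broad divisions of the kidney life cycle by age.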

Examining the young (2 weeks) to middle-aged (5 to 21 weeks) transition, 1,196 unique genes exhibit high expression at 2 weeks but low expression at 5 to 21 weeks and are related to Cell-Cycle, DNA Replication, Cellular Development and Cell Growth and Differentiation. 

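In the limma contrast of 2 weeks against the mean of the ages from 5 to 21 weeks, 2474 probes naming 918 genes were higher at 2 weeks, at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5. Among the named genes, the largest fold was that of Afp, with a log2 difference of 8.38 (standard error 0.30, adjusted p = 1.8e-19), higher in 4 of 4 animals, and its probe was saturated on 1 of the 4 arrays at 2 weeks. Adh6 followed with a log2 difference of 5.14 (standard error 0.38, adjusted p = 4.1e-12) and Armh4 with 4.16 (standard error 0.20, adjusted p = 2.1e-16). With slide as a fixed block the number of probes was 1648.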

1,803 genes showing the opposite pattern of low expression at 2 weeks but high expression from 5 to 21 weeks are related to Lipid Metabolism, Small Molecule Metabolism, and Carbohydrate Metabolism. These results suggest a large proportion of gene expression relating to proliferative activities is being turned off between 2 and 5 weeks while metabolism genes are being activated. Likewise, the transition from the middle-aged group (5 to 21 weeks) to the older ages (78 to 104 weeks) was examined. 

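In the same contrast, 2629 probes naming 1254 genes were lower at 2 weeks. Slco1a1 had the largest fold among the named genes, with a log2 difference of -7.37 (standard error 0.79, adjusted p = 8.3e-09 from limma). Tff3 had a log2 difference of -5.73 (standard error 0.39, adjusted p = 5.9e-13), with 11 of the arrays from 6 to 21 weeks saturated for its probe, and its other probe had -6.11. Dhrs7l1, whose probe was not well above background on any 2 week array, was at least 50.5-fold lower at 2 weeks. A list of 25 genes of fatty acid oxidation and lipid metabolism had a median log2 difference of -0.20 and was not past the threshold (camera, adjusted p = 0.156), while fry gave an adjusted p of 0.0060. With quantile normalization its median was 0.01.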

390 highly expressed genes at 5 to 21 weeks but low at 78 to 104 weeks are related to Cell Movement, Cancer, Cell Cycle and Cellular Development. 

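Against the mean of the ages from 5 to 21 weeks, 463 probes naming 236 genes were lower at 78 and 104 weeks. The log2 difference was -5.57 for Slco1a1 (standard error 0.57, adjusted p = 8.6e-09 from limma), -5.15 for Ucp1 (standard error 0.44, adjusted p = 1.8e-10) and -5.03 for Slc22a22 (standard error 0.33, adjusted p = 4.6e-13). All 9 of the older animals lay below the mean of the 22 younger animals for each of these genes. Among animals of one age, Ucp1 rose and fell with other genes of fat tissue. With the processed signal 1001 probes passed.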

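At 78 and 104 weeks 997 probes naming 509 genes were higher than at 5 to 21 weeks. Adh6 rose by a log2 difference of 5.70 (standard error 0.28, adjusted p = 1.2e-15 from limma), Havcr1 by 4.44 (standard error 0.28, adjusted p = 1.8e-13) and Pnoc by 4.12 (standard error 0.15, adjusted p = 2.3e-19), each in 9 of 9 animals. The processed signal gave 2167 probes.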

Genes showing low expression at 5 to 21 weeks but higher expression at 78 to 104 weeks (392 genes) are related to Cell to Cell Signaling, Immune Response and Inflammatory Disease. The middle-age to older-age transition shows further down-regulation of cell-proliferation processes and increased immune cell activities, which have previously been associated with aging tissues [17].

**Figure 1:**
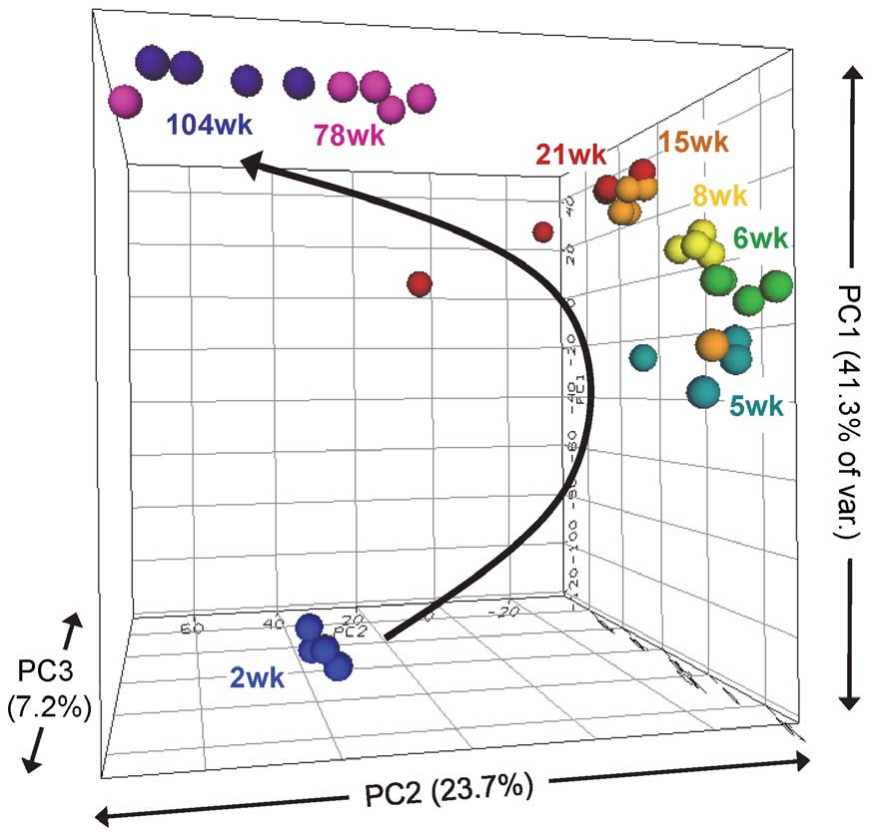
Three dimensional principal component analysis of differentially expressed genes. The 7,683 differentially expressed features (ANOVA, p<0.01; relative fold change>1.5) were used to assess the global view of each animal’s contribution to the life cycle expression profile. Each sphere represents the composite expression profile of one animal according to the top 3 principal components plotted in three dimensional space (ArrayTrack). Spheres are colored by similar age group (N = 4 or 5) and generally cluster together according to respective age in an age-sequential pattern. Two week animals show the most distinction from other groups, followed by the 78 and 104 week animals’ separation from the remaining 5, 6, 8, 15 and 21 week groups. Together, these data illustrate the relatively high reproducibility between biological replicates in a discrete and continuous linear pattern from young to old animals. It also suggests at least three general stages in kidney life cycle gene expression.

K-means cluster analysis was implemented in order to assess the diversity and distribution of the various expression patterns across the life stages (Figure 2). Individual gene expression patterns are allowed to cluster with genes having the same expression pattern, providing information on the various patterns that exist in the kidney and how many genes exhibit those patterns of expression during the life cycle. Some clusters may be combined for further biological hypothesis testing and interpretation due to similar patterns, and not every cluster can be readily interpreted biologically. The number of clusters was determined empirically according to the fewest clusters required to achieve a minimum correlation radius of 0.6 between any individual profile and its cognate cluster members, resulting in 28 clusters. K-means clustering allowed for the grouping of genes having similar temporal expression profiles based upon relative fold-change. The number of features per cluster ranged from 1 to 1229. 

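K-means clustering of the standardized age profiles of the 4276 called probes into 28 clusters gave clusters of 45 to 298 features. The lowest correlation of a feature with the mean profile of its cluster was 0.567, and 99.9% of the features had 0.6 or more.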

As described above, principal component analysis showed 2 week old animals to have the greatest separation from the other time points and k-means cluster analysis also supports the unique expression profiles at 2 weeks of age. 

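A cluster was counted as differing at 2 weeks where its mean standardized profile at 2 weeks lay at least 1 SD above or below every other age. Such clusters held 3254 features, 76.1% of those clustered. No test belongs to these shares.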

At least 3,215 features (41% of all differentially expressed features) group into clusters exhibiting differences between 2 weeks and all subsequent age groups. 

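The 8 clusters highest at 2 weeks only held 1485 features naming 554 genes, and the 9 clusters lowest at 2 weeks only held 1769 features naming 908 genes.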

Genes highly expressed early (2 weeks) but exhibiting relatively low expression for the rest of the life cycle are represented by clusters 17, 23, and 28 whereas genes showing low expression at 2 weeks followed by higher levels at all other age groups are represented by clusters 13, 21, and 27. The most populated cluster (cluster 28, containing 1,507 features) is included in this group of 2-week-related genes. Furthermore, adult-aging related clusters which show consistent patterns of either up or down regulation at subsequent time points late in the life cycle (between 21 and 104 weeks) are best represented by clusters 4, 16 and 20 (up with age) or clusters 5 and 9 (down with age), representing 23% of all DEGs. 

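Clusters that differ at 2 weeks were set aside first. In the other clusters counted as changing with adult age, the means at both 78 and 104 weeks lay at least 0.5 SD above or below every mean from 5 to 21 weeks. Such clusters held 741 features, 17.3% of the total. The 4 clusters up with age held 450 features and the 4 down with age held 291. Of the clusters counted at 2 weeks, 5 with 823 features also met this rule, 3 of them up with age (570 features) and 2 down (253 features). With the processed signal 1536 features fell in clusters up with age.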

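Among the 28 clusters, 3 clusters with 279 features had their highest mean at 5 weeks and 2 clusters with 293 features had it at 6 weeks. None had it at 8 weeks.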

The remaining 36% of DEGs are represented in clusters showing a variety of patterns including potentially developmentally-related, transient peaks of expression at 5 wks (cluster 8), 6 wks (cluster 11), or 8 wks (cluster 1). Such cluster analysis provides a starting point for characterizing the relative distribution of kidney expression patterns during the life cycle.

**Figure 2:**
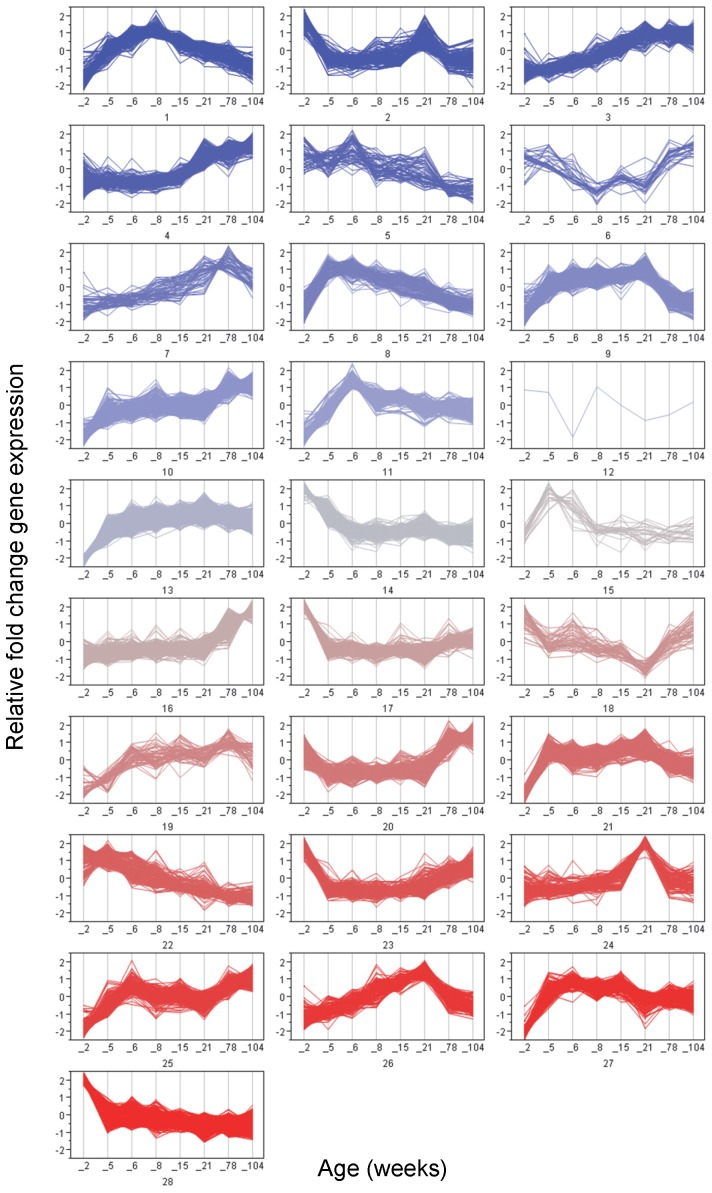
K-means cluster analysis of differentially expressed genes. Differentially expressed genes were clustered into 28-means clusters (JMP Genomics, SAS 9.2) as this is the lowest number of clusters which allows a minimum correlation coefficient of R = 0.6 between any one expression profile and its other cluster members. The x- and y-axes represent age in weeks and relative fold change, respectively. Cluster color is arbitrary. These data illustrate the various biological patterns of kidney expression which exist during pre-pubertal, early adult and aged rat life stages.

The genes associated with clusters unique to specified life cycle stages were further analyzed for over-represented pathways or networks using Ingenuity Pathway Analysis software (IPA; Table 1). Small gene lists, specific to each cluster, were individually analyzed in IPA using a consensus approach to review IPA’s Top Networks, Top Bio Functions, Top Canonical Pathways and Top Tox Lists meeting minimal p-value<0.05 for each pathway containing at least three focus molecules. IPA results for each gene list were analyzed for repeated pathway terms or ontology terms, and these repeated or consensus terms have been reported. Features exhibiting up-regulation at 2 weeks only (clusters 17, 23, 28) comprised 996 unique genes which showed high representation of neuronal development pathways (Axon Guidance Signaling, Nervous System Development and Function), cellular proliferation (Cell Cycle Control of Chromosome Replication, DNA Replication Recombination and Repair, Cell Growth and Proliferation, Cancer) and cellular development (Cellular Development, Human Stem Cell Pluripotency). 

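The lists of genes used here stand in for the pathway categories. The DNA replication and cell cycle list had a median log2 difference of 1.25 between 2 weeks and the ages from 5 to 21 weeks, with 30 of 30 genes higher (camera with a preset correlation of 0.01, adjusted p = 9.9e-16). The axon guidance and nervous system development list had a median of 0.62, with 24 of 26 genes higher (adjusted p = 2.9e-08). With fry both lists also passed, and with the correlation estimated from the data neither did, with adjusted p of 0.0761 and 0.0842. Of the 30 DNA replication genes, 28 had an adjusted p under 0.05 from limma over all probes and 30 when adjusted over the list alone. In the axon guidance list 15 of 26 genes did so over all probes and 15 when adjusted over the list alone. Camera with the preset correlation also passed for many lists when the ages were assigned to the animals at random.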

Features displaying down regulation at 2 weeks of age only (clusters 13, 21, 27) were involved in amino acid metabolism (Amino Acid Metabolism; Valine, Leucine and Isoleucine Degradation, Alanine and Aspartate Metabolism), drug metabolism (Drug Metabolism, Glutathione Metabolism, Glutathione Depletion), Vitamin and Mineral Metabolism and Small Molecule Biochemistry. 

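In the list of valine, leucine and isoleucine degradation, 4 of 25 genes were higher at 2 weeks and the median log2 difference was -0.62 (camera, adjusted p = 1.0e-05). In the glutathione metabolism list 3 of 28 genes were higher and the median was -0.62 (adjusted p = 6.4e-07). Both passed with fry and neither with an estimated correlation, where the adjusted p were 0.0885 and 0.0761. Single genes passed an adjusted p of 0.05 over all probes in 15 cases in the former list and 18 in the latter, and in 17 and 19 cases when adjusted over the list alone. Among genes of Table 1, Arg2 had a log2 difference of -1.60 against the other ages (standard error 0.12, adjusted p = 4.3e-12 from limma) and Aspa one of -1.29 (standard error 0.16, adjusted p = 1.5e-07).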

The genes associated with aging were likewise separated into up- (clusters 4, 16, and 20) and down- (clusters 5 and 9) regulated clusters. Features up-regulated with adult aging comprised 15% of differentially expressed features and were represented prominently by inflammation and immune response (Inflammation Response, Immune Cell Trafficking, Cell-Mediated Inflammatory Response, T-cell Receptor Signaling, iCOS-iCOSL Signaling in T Helper Cells) as well as hematological pathways (Hematological System Development and Function, Hematopoiesis). 

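The T cell list had a median log2 difference of 1.57 between 78 and 104 weeks and the ages from 5 to 21 weeks, with 23 of 24 genes higher (camera, adjusted p = 6.7e-46). The macrophage and antigen presentation list had a median of 0.88, with 25 of 26 genes higher (adjusted p = 1.2e-29), and the B cell list 1.06, with 10 of 10 genes higher (adjusted p = 4.4e-15). All 3 lists passed with fry and with an estimated correlation, where the adjusted p were 0.000478, 0.000167 and 0.00213. Over all probes 21, 24 and 10 genes of the lists had an adjusted p under 0.05 from limma, and 22, 25 and 10 when adjusted over the list alone. Ccr2 had a log2 difference of 1.28 (standard error 0.11, adjusted p = 2.3e-10 from limma).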

Genes down-regulated with adult aging were associated with gastrointestinal disease (Gastrointestinal Disease, Digestive System Development and Function), and cell proliferation (DNA Replication Recombination and Repair, Cell Cycle, Cellular Growth and Proliferation, Cancer). 

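For the DNA replication and cell cycle list the median log2 difference between 78 and 104 weeks and the ages from 5 to 21 weeks was -0.38, with 3 of 30 genes higher (camera, adjusted p = 1.4e-05; fry, adjusted p = 0.0169). With an estimated correlation the adjusted p was 0.304. Of its genes 13 had an adjusted p under 0.05 over all probes and 16 when adjusted over the list alone. Random assignment of the ages to the animals often gave as small a camera p for this list.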

There were also clusters in the middle of the life cycle which exhibited transient peaks of expression at single time points. Transient peak expression at 5 weeks (cluster 8) was associated with Lipid, Drug, Vitamin and Mineral Metabolism and Small Molecule Biochemistry. 

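At 5 weeks Acly was higher than the mean of the other ages by a log2 difference of 0.91 (standard error 0.17, adjusted p = 0.0054 from limma), in 4 of 4 animals. It no longer passed without 5 weeks replicate 3 (adjusted p = 0.0793) or without 5 weeks replicate 4 (adjusted p = 0.0513). For Fads2 the difference was 0.50 (standard error 0.13, adjusted p = 0.0607), which did not pass.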

Peak expression at 6 weeks (cluster 11) was associated with Gene Expression, Lipid Metabolism, Nrf2 Oxidative Stress, and Carbohydrate Metabolism. 

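At 6 weeks the lipid list had a median log2 difference of 0.25 from the other ages, with 22 of 25 genes higher (camera, adjusted p = 2.4e-07), and passed with fry and with an estimated correlation but not with normexp background correction (median 0.1354, adjusted p = 0.969). The Nrf2 target list had a median of 0.12 with 20 of 27 genes higher (adjusted p = 0.000131). It did not pass with fry (adjusted p = 0.0661) or with an estimated correlation (adjusted p = 0.160). In the lipid list no single gene had an adjusted p under 0.05 from limma over all probes, and 3 did when adjusted over the list alone. A list of brown and white fat genes was also higher at 6 weeks, with a median log2 difference of 0.74 (fry, adjusted p = 0.00417). Whether RNA of attached fat contributes to the lipid list was not tested. A single gene of the Nrf2 target list had an adjusted p under 0.05 over all probes, and 5 did when adjusted over the list alone.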

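The 27 genes of the Nrf2 target list had a median log2 difference of 0.23 at 8 weeks, with 24 of them higher (camera, adjusted p = 1.2e-07; fry, adjusted p = 0.0204). With an estimated correlation the adjusted p was 0.0737. Over all probes 1 of these genes had an adjusted p under 0.05 from limma, and 4 did when adjusted over the list alone.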

Eight week peak expression (cluster 1) was represented by Nrf2 Oxidative Stress and Amino Acid Biosynthesis.

**Table 1:** Pathway analysis of prominent cluster groups representing life cycle stages.

Life Cycle Stage	Pattern	Clusters	Represented Pathways or Networks^a^	Representative Examples
2 weeks	Up Early	17, 23, 28	Axon Guidance Signaling, Nervous SystemDevelopment and Function, Cell Cycle Controlof Chromosome Replication,DNA Replication Recombinationand Repair, Cell Growth and Proliferation,Cancer, Cellular Development,Human Stem Cell Pluripotency	Nfatc4, Cdc7, Mcm7
	Down Early	13, 21, 27	Amino Acid Metabolism; Valine, Leucine andIsoleucine Degradation; Alanine and AspartateMetabolism; Drug Metabolism; Glutathione Metabolism;Glutathione Depletion; Vitamin and Mineral Meabolism;Small Molecule Biochemistry	Arg2, Aspa, Gsta5, Gpx4
5–21 weeks	Peak at 5 wk	8	Lipid Metabolism; Drug Metabolism; Vitaminand Mineral Metabolism;Small Molecule Biochemistry	Ascly, Fads2
	Peak at 6 wk	11	Gene Expression; Lipid Metabolism; Nrf2Oxidative Stress; CarbohydrateMetabolism	Hrh3
	Peak at 8 wk	1	Nrf2 Oxidative Stress; Amino AcidBiosynthesis	Abcb1a
78–104 weeks	Up Late	4, 16, 20	Inflammation Response; Immune Cell Trafficking;Cell-Mediated Inflammatory Resonse; T-cellReceptor Signaling; iCOS-iCOSL Signaling in T Helper Cells;Hematological System Development and Function;Hematopoiesis	Ccl17, Ccr2
	Down Late	9, 5	Gastrointestinal Disease, Digestive SystemDevelopment and Function; DNA ReplicationRecomination and Repari; Cell Cycle; Cellular Growth andProliferation; Cancer	Cdc4, Idi1

a Top Networks, BioFunctions, Canonical Pathways or Tox Lists from Ingenuity Pathway Analysis that showed repeated presence in top 5 lists for each cluster group.

The life cycle expression patterns, as noted above, are diverse. Examples of individual gene expression profiles representing both the diversity of life cycle expression patterns and relevance for kidney function are shown in Figure 3. Probes representing Cyp17a1, a crucial steroidogenesis enzyme, exemplified the prototypic 2 week-specific gene expression profile followed by low expression at subsequent ages. In contrast, Cyp1a1, Gstt1 and Abcc2 exhibit opposite patterns of gene expression; showing low expression at 2 weeks followed by higher, stable expression during the remaining ages. These three genes encode key phase 1 and 2 drug metabolism and transport proteins. Also important in drug metabolism pathways are Cyp2c11 and Slco1a1, which both exhibit dramatic (>800-fold), pubertal (5 to 8 weeks) increases in gene expression followed by comparable declines with old age (78 to 104 weeks). 

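Relative to its mean over all arrays, Cyp17a1 was 4.84 ± 7.98 (SD, n = 4) at 2 weeks and between 0.397 and 0.728 at the other ages. The largest of the 2 week values, 16.8, came from replicate 1 and the lowest was 0.814. The log2 difference of 2 weeks from the other ages was 1.92 (standard error 0.41, adjusted p = 0.000638 from limma), higher in 4 of 4 animals. Without replicate 1 the difference was 0.84 (adjusted p = 0.0163). The probe met the age-effect criteria with an unadjusted F-test p of 0.00985. It did not meet them without replicate 1 or without most of the other single arrays. The same replicate had high signal for many liver transcripts.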

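Cyp1a1 was not well above background on any 2 week array and was at least 4.38-fold lower there than at the other ages. For Gstt1 the log2 difference at 2 weeks was -1.99 (standard error 0.13, adjusted p = 3.8e-13 from limma) and for Abcc2 -0.85 (standard error 0.13, adjusted p = 6.3e-06), in 4 of 4 animals each. Among the 2 week arrays Abcc2 was highest in replicate 1. Cyp1a1 had relative values of 0.709 ± 0.212 (SD, n = 4) at 6 weeks and 1.75 ± 0.608 (SD, n = 5) at 78 weeks. With slide as a fixed block the difference of Abcc2 was -0.24 and no longer passed. With this block neither Cyp1a1 (limma F-test, adjusted p = 0.1501) nor Abcc2 (adjusted p = 0.8355) met the age-effect criteria, which both met without it.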

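Cyp2c11 had a relative signal of 0.842 ± 0.142 (SD, n = 4) at 8 weeks and 4.12 ± 0.841 (SD, n = 5) at 21 weeks. At 2 weeks it was not well above background on any array, and it was at least 23.5-fold higher at 8 weeks. From 21 to 104 weeks it fell by 6.89 on the log2 scale (standard error 0.75, adjusted p = 1.9e-07 from limma), with 3 of 4 arrays at 104 weeks well above background. Slco1a1 rose by a log2 difference of 8.21 from 2 to 8 weeks (standard error 1.02, adjusted p = 3.5e-07) and changed by -7.97 from 21 to 104 weeks (standard error 0.97, adjusted p = 1.2e-06). Signals of both genes in 15 weeks replicate 5 were far below the other arrays of that age, with relative values of 0.0345 for Cyp2c11 and 0.0179 for Slco1a1.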

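Mmp7 was higher at 104 weeks than at 15 weeks by a log2 difference of 2.77 (standard error 0.32, adjusted p = 3.3e-07 from limma), and 1 of the 5 arrays at 15 weeks was well above background. The probe of Kcnk3 was not well above background on any 104 week array. Its log2 difference between 104 and 15 weeks was -0.49 (standard error 0.27). This did not pass (adjusted p = 0.687 from limma), so a decline is neither shown nor excluded. With the processed signal Kcnk3 passed. Slc22a7 was not analysed here.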

Gene expression patterns correlating with adult aging (15 to 104 weeks) included down-regulation of Kcnk3, an anesthesia-activated, acid-sensitive potassium channel, and up-regulation of Mmp7, an extracellular matrix maintenance enzyme, and Slc22a7, an important transporter involved in drug uptake. These examples illustrate how development and aging affects the gene expression of specific genes with toxicological and pharmacological relevance.

**Figure 3:**
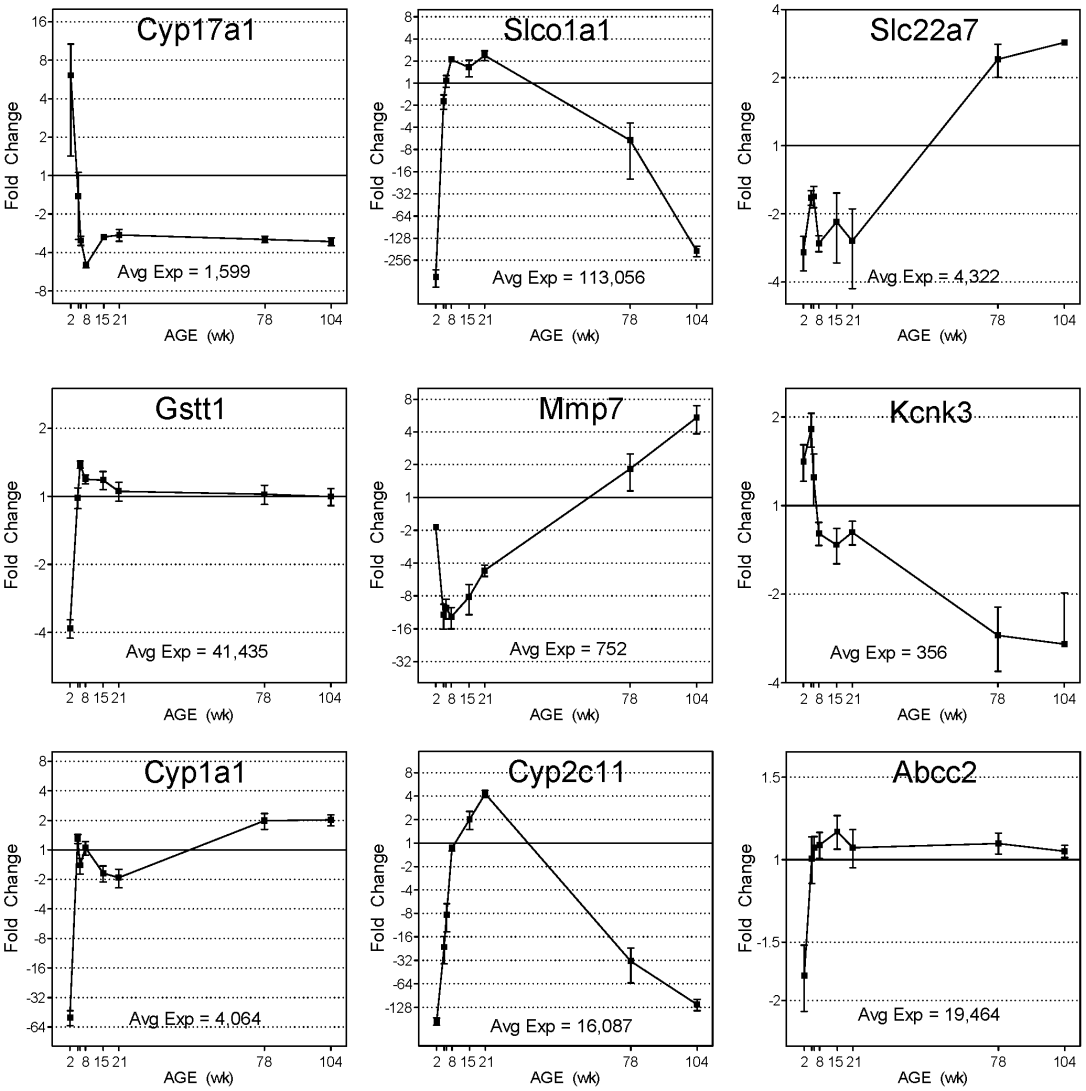
Individual examples of gene expression profiles. Microarray data (black squares) and qRTPCR (blue squares, where present) fold-changes for selected DEGs are plotted (n = 4 or 5 for microarray data, n = 6 for qRTPCR, error bars represent SEM). Averaged microarray expression levels (normalized fluorescence intensities) across all time points are reported for each gene and have been scaled to equal 1 in the graph. Pearson correlation coefficients (R) between microarray and qRTPCR data are provided. All data is displayed, however x-axis labels for 5 and 6 weeks have been omitted due to space limitations.

A number of gene products have been proposed for use as kidney safety biomarkers [11], [12], six of which have been qualified by the FDA for use in preclinical monitoring of nephrotoxicity (Table 2). The expression levels of six of the genes encoding proposed or qualified biomarkers varied by 5-fold or greater across the life-cycle and included Kim-1 and Tff3 which showed greater than 100-fold difference. 

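The ratio of the highest to the lowest age mean was 49.6 for Havcr1 (Kim-1) and 98.5 for Tff3, whose probe was saturated on 11 arrays. These include all 5 arrays at 21 weeks, its highest age, so the ratio of Tff3 is not settled. The ratio was 5.00 for Clu, 4.66 for Il18, 410.2 for Ahsg and 148.7 for Fabp1. The adjusted p of the limma F-test was 2.1e-11 for Havcr1, 9.7e-11 for Tff3, 1.5e-06 for Clu, 4.6e-07 for Il18, 0.0469 for Ahsg and 0.247 for Fabp1. Without 2 weeks replicate 1, the largest relative fold change of Ahsg was 13.8 in place of 59.1 and that of Fabp1 6.33 in place of 22.7, and Ahsg no longer met the age-effect criteria without this or several of the other arrays. Ahsg also did not meet them with scan date (adjusted p = 0.340) or replicate number (adjusted p = 0.0760) as a block or with array weights (adjusted p = 0.106). Fabp1, which did not meet them, did so with slide as a fixed block (adjusted p = 0.00112) or a random block (adjusted p = 0.0110). The Ahsg probe was saturated on 1 array at 2 weeks and the Clu probe on 1 array at 78 weeks. At their lowest age 1 of 4 arrays was well above background for Ahsg and 2 of 5 for Fabp1, so the ratios of these 2 genes are not settled.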

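The relative signal of Spp1 was 1.82 ± 0.431 (SD, n = 5) at 78 weeks, 1.75 ± 0.420 (SD, n = 4) at 104 weeks and lowest at 8 weeks (limma F-test, adjusted p = 6.9e-11). The ratio of the 78 week to the 8 week mean was 3.39. The probe was saturated on 1 of 5 arrays at 78 weeks and 3 of 4 at 104 weeks, so the order of these 2 ages and the size of the ratio are not settled. For Lcn2 the ratio was 2.03 and the probe did not meet the age-effect criteria (adjusted p = 0.107), which it met with the processed signal.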

Genes encoding four of the six qualified renal biomarkers (Kim-1, Clu, Spp1, Lcn2) were represented in clusters associated with adult aging (clusters 4, 16, 20, Table 2). These expression differences suggest notable developmental or age-related changes in expression which may impact their use and utility for different aged populations. Figure 4 shows the expression profiles of three of these qualified kidney biomarkers over the life cycle of the rat. Large age-specific expression differences are evident. 

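Havcr1 had a relative signal of 0.0714 ± 0.0173 (SD, n = 4) at 8 weeks and 0.287 ± 0.0777 (SD, n = 5) at 21 weeks. The log2 difference was 1.98 (standard error 0.47), and all 5 animals at 21 weeks lay above the 8 week mean. Adjusted over all probes it did not pass (adjusted p = 0.162 from limma). The log2 difference was 3.18 with the processed signal and 2.04 with array weights, and passed with both, and it passed without 78 weeks replicate 6.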

Notably, Kim-1 exhibited rapid change in expression (∼8 fold difference) between 8 and 21 weeks, the most common age for in-life toxicity evaluations. Eight genes (Cyp1a1, Cyp2c11, Slco1a1, Slc22a7, Mmp7, Havcr1(Kim-1), Tff3, and Clu) were selected for validation by Taqman quantitative real time PCR (qRTPCR, Figure 3 and 4). Pearson correlation coefficients were calculated for each gene, comparing the microarray and qRTPCR relative expression across the life cycle. The average correlation between microarray and qRTPCR results for these eight genes was R = 0.942, indicating very high reproducibility between Agilent microarray and Taqman qRTPCR methods of detecting gene expression changes.

**Figure 4:**
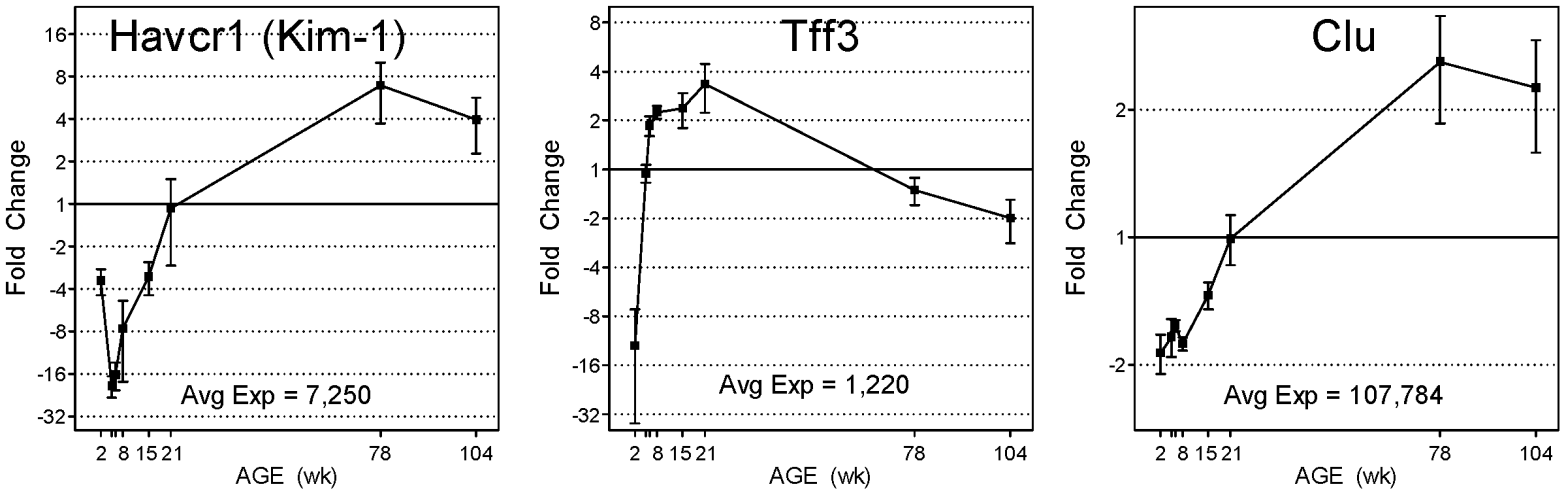
Differential life cycle expression of genes encoding qualified kidney biomarkers. Genes encoding qualified renal biomarkers kidney injury molecule 1 (Kim-1), clusterin (Clu) and trefoil factor 3 (Tff3) show life cycle expression differences of 141-, 5- and 106-fold in the kidney, respectively. Microarray data (black squares) and qRTPCR (blue squares) relative fold changes are plotted (n = 4 or 5 for microarray data, n = 6 for qRTPCR, error bars represent SEM). Averaged microarray expression levels (normalized fluorescence intensities) across all time points are reported for each gene and have been scaled to equal 1 in the graph. All data is displayed, however x-axis labels for 5 and 6 weeks have been omitted due to space limitations.

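At 78 weeks the relative signal of Havcr1 was 3.54 ± 4.36 (SD, n = 5), with animals from 1.22 to 11.3, and at 104 weeks 3.23 ± 1.98 (SD, n = 4). Clu was 1.95 ± 1.69 (SD, n = 5) at 78 weeks and 2.56 ± 1.26 (SD, n = 4) at 104 weeks. The highest 78 week value of both genes was that of replicate 6. Tff3 was 0.0211 ± 0.00172 (SD, n = 4) at 2 weeks, 2.08 ± 1.20 (SD, n = 5) at 21 weeks and 0.335 ± 0.144 (SD, n = 4) at 104 weeks.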

**Table 2:** Current Qualified and Proposed Kidney Biomarkers.

Kidney Biomarker^a^	Qualified	Kidney Injury Location^b^	Life Cycle Expression^c^	Maximum Fold-ChangeAge-Difference^d^	k-meansCluster
Kim-1 (Havcr1)	Yes	Prox Tub	Age Effect	141	16
Clusterin (Clu)	Yes	Prox, Dist Tub	Age Effect	5	16
TFF3 (Tff3)	Yes	Prox Tub	Age Effect	106	26
Osteopontin (Spp1)	Yes	Prox, Dist Tub, Lp Hnle	Age Effect	3.4	20
NGAL (Lcn2)	Yes	Prox, Dist Tub	Age Effect	5.2	4
GST-α (Gsta2)	Yes	Prox Tub	Not Diff Expr (low FC)	–	–
Fetuin-A (Ahsg)	No	Prox Tub	Age Effect	>5000	28
Interleukin-18 (Il-18)	No	Prox Tub	Age Effect	5.8	10
HGF (Hgf)	No	Prox Tub	Age Effect	2.5	10
GST-π (Gstp1)	No	Dist Tub	Age Effect	2.4	13
GST-μ (Gstm1)	No	Dist Tub	Age Effect	2.3	9
NHE3 (Slc9a3r2)	No	Prox Tub, Lp Hnle	Age Effect	2.1	28
Liver-type FABP (Fabp1)	No	Dist Tub	Not Diff Expr (high var)	540	–
CYR-61 (Cyr-61)	No	Prox Tub	Not Diff Expr (high var)	2.6	–
Heart-type FABP (Fabp3)	No	Dist Tub	Not Diff Expr (low FC)	–	–
NAG (Hexb)	No	Prox Tub	Not Diff Expr (low FC)	–	–
Netrin-1 (Ntn1)	No	Prox Tub	Not Diff Expr (low FC)	–	–

a Biomarkers are referenced by their most common referenced Human gene name followed by the official rat gene symbol in parentheses.

b Kidney injury locations include proximal tubules (Prox Tub), distal tubules (Dist Tub), loop of henle (Lp Hnle).

c Where genes did not meet filter criteria for inclusion in list of DEGs, reasons are shown: insufficient fold change (low FC) or high variability (high var).

d Maximum fold change distance within the life cycle is shown.

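At 2 weeks the relative signal of Ahsg was 6.94 ± 13.4 (SD, n = 4) and that of Fabp1 6.55 ± 12.8 (SD, n = 4). Values of replicate 1 were 27.0 and 25.7, and the lowest 2 week values were 0.0598 and 0.0508. At 5 weeks replicate 2 had the highest values, 5.74 for Ahsg and 6.34 for Fabp1. Ahsg was well above background on 1 of 4 arrays at 104 weeks and on none at 78 weeks.

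**Figure D1:**
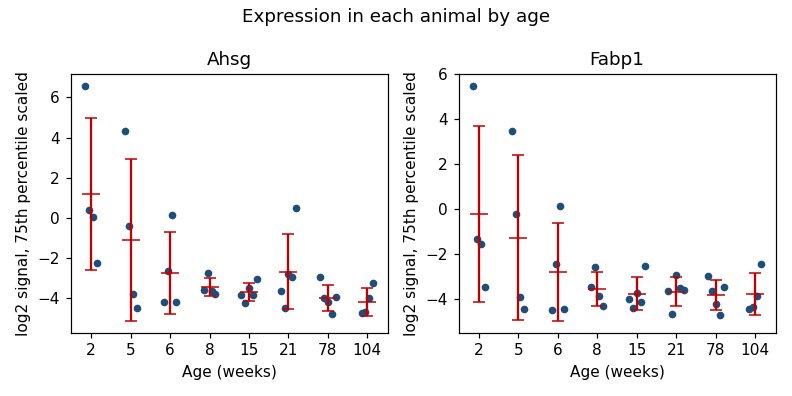
Signal of Ahsg and Fabp1 (log2, scaled to the 75th percentile of each array) in each animal against age in weeks. Blue points are animals and red bars are the mean ± SD. A single animal at 2 weeks and a single animal at 5 weeks lie far above the others of their age.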

## Discussion

A thorough examination of global gene expression in the kidney across 8 age groups in the rat life cycle was performed, providing a detailed view of the molecular components which control cellular function in kidney. Clusters of genes appear to share common expression profiles through the life-cycle which may suggest that these groups of genes influence age-specific kidney function. The various life-cycle gene expression patterns (Figure 2) exhibiting variable expression at specific ages strongly suggests age-specific periods of gene function. Thus, when k-means clustering is coupled with gene network or pathway analysis, the developmental and age-related functions of each cluster of genes can be further discovered. For example, Gstt1, Sqstm1,Cdc34, Akr1a1, Akr7a2 and Por are known targets of and effectors for Nrf2 oxidative stress related signaling [18] and show transient up-regulation at 6 weeks of age (cluster 11). Such age-specific regulation in pathways such as oxidative stress may potentially influence age-related susceptibilities to toxicities. Likewise, Slco1a1 and Slc22a7 are both apical uptake transporters in the proximal tubules [19], yet they exhibit markedly different expression patterns during the life cycle (Figure 3). 

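At 6 weeks, against the mean of the other ages, Gstt1 had a log2 difference of 0.63 (standard error 0.13, adjusted p = 0.0264 from limma) and passed. Cdc34, Akr1a1, Akr7a2, Por and Sqstm1 had log2 differences between 0.30 and 0.46, with adjusted p between 0.315 and 1.00, and did not pass. The highest age mean of each of these 6 genes was at 6 weeks. When adjusted over the list alone, 5 of the 6 genes passed, but the paper chose these genes on the same animals, so this is not independent evidence. Gstt1 no longer passed with normexp background correction, with replicate number as a block, or without any 1 of the 6 week animals.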

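The relative signal of Slco1a1 was 0.00712 ± 0.00271 (SD, n = 4) at 2 weeks, 0.573 ± 0.255 (SD, n = 4) at 5 weeks, 2.35 ± 0.789 (SD, n = 5) at 21 weeks and 0.00917 ± 0.00261 (SD, n = 4) at 104 weeks. From 2 to 5 weeks the log2 difference was 6.29 (standard error 1.02, adjusted p = 4.1e-05 from limma), a 78.3-fold increase. With slide as a fixed block the log2 difference was 5.71 and did not pass.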

Slco1a1 shows low expression at 2 weeks followed by rapid (∼24-fold) increase at 5 weeks sustained through 21 weeks, followed by declining expression into later adulthood. Slc22a7 is expressed at a low level between 2 and 8 weeks, followed by a 6-fold increase in expression at 78 and 104 weeks of age. 

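Abcc5, Slco1a3 (named Slc21a4 in the paper), Slc22a6, Slco1a5 and Slco1a6 met the age-effect criteria, with ratios of the highest to the lowest age mean of 1.98, 5.39, 2.64, 5.37 and 6.77. Slco1c1 did not (limma F-test, adjusted p = 0.973) and was well above background on 5 of 35 arrays. Slco4c1 did not either (adjusted p = 0.0774). Both met them with the processed signal. With slide as a fixed block, Abcc5 and Slc22a6 no longer did. Slc22a6 also did not with quantile normalization (adjusted p = 0.0847), without 2 weeks replicate 1 (adjusted p = 0.0918) or without 2 weeks replicate 5 (adjusted p = 0.108).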

Other multidrug resistance-related transporters showing notable age-differences in gene expression include Abcc2 (Figure 3), Abcc5, Slc21a4, Slc22a6, Slco1a5, Slco1a6, Slco1c1 and Slco4c1. Additional studies will be required to understand the functional impact of such large changes in expression of genes encoding these important transporters.

Age-related structure changes (i.e., glomerulosclerosis) largely impair the kidney’s ability to filter the blood appropriately [20]. Mmp7, a matrix metalloproteinase, is normally constitutively expressed in several epithelial cell types [21] and is implicated in extracellular matrix turnover and tissue remodeling. 

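The relative signal of Mmp7 was 0.461 ± 0.115 (SD, n = 5) at 15 weeks, 1.54 ± 0.837 (SD, n = 5) at 78 weeks and 3.40 ± 1.82 (SD, n = 4) at 104 weeks. The highest age mean was 7.65 times the lowest, which was at 5 weeks, where 1 of 4 arrays was well above background, so this ratio is not settled.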

Its age-related increase in expression (67-fold change) in the aging kidney (Figure 3) has been reported in humans and rats [1], [22] and is likely a response to increasing nephron disrepair, inflammation and cell death. Matrix metalloproteinase family members Mmp12, Mmp20 and Mmp25 also showed increasing expression in old age. In contrast, family members Mmp2 and Mmp9 showed decreasing expression with age (maximum differences of 6- and 17-fold change, respectively), suggesting differing roles for extracellular matrix maintenance enzymes throughout the kidney life cycle. 

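For Mmp12 the log2 difference between 78 and 104 weeks and the ages from 5 to 21 weeks was 1.60 (standard error 0.12, adjusted p = 1.7e-11 from limma), higher in 9 of 9 animals. Mmp20 was well above background on 2 of 35 arrays and on none from 5 to 21 weeks. The log2 difference between 78 and 104 weeks and the ages from 5 to 21 weeks was 0.15 (standard error 0.16). Of the 9 older animals, 5 lay above the younger mean and 4 below it. This did not pass (adjusted p = 0.876 from limma), so an increase is neither shown nor excluded. Mmp20 passed with the processed signal and, with a measured difference below a fold of 1.5, with quantile normalization (adjusted p = 0.000592), and was reversed with normexp. Mmp25 was not analysed here.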

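Mmp9 was lower at 78 and 104 weeks than at 5 to 21 weeks by a log2 difference of -1.29 (standard error 0.16, adjusted p = 5.3e-07 from limma), in 9 of 9 animals. For Mmp2 the log2 difference was 0.01 (standard error 0.16, adjusted p = 0.981), and its sign changed with scan date as a block or slide as a random block. The other probe of Mmp2 had a log2 difference of -0.09. The highest relative signal of Mmp2 was 3.47 ± 0.229 (SD, n = 4) at 2 weeks and the lowest 0.544 ± 0.338 (SD, n = 5) at 21 weeks.

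**Figure D2:**
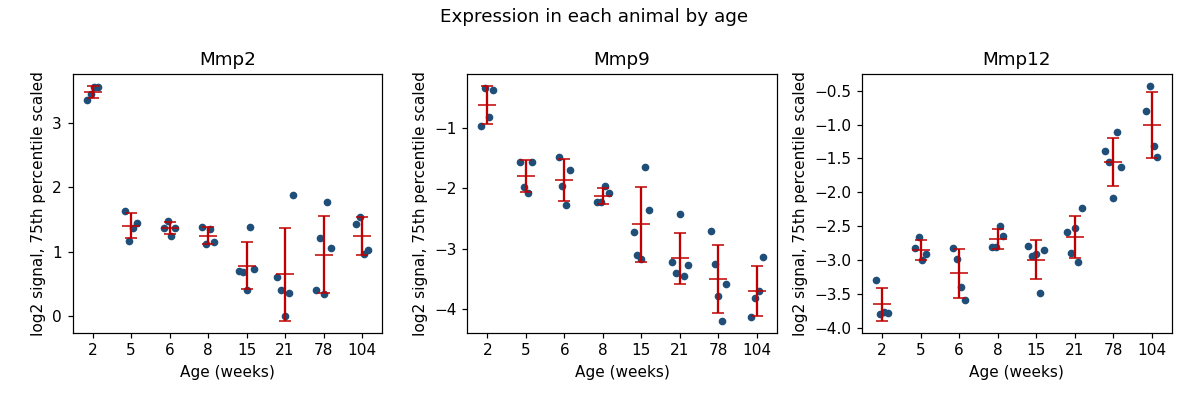
Signal of Mmp2, Mmp9 and Mmp12 (log2, scaled to the 75th percentile of each array) in each animal against age in weeks. Blue points are animals and red bars are the mean ± SD. Mmp2 and Mmp9 are highest at 2 weeks, and Mmp12 is highest at 104 weeks.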

Previously published results [23] have shown increases in the expression of genes involved in inflammation and immune response pathways are paralleled by concurrent increases in mononuclear cell infiltration, as evidenced by histopathological examination. These results provide crucial linkages between observed renal gene expression changes and respective renal histopathology. Such phenotypic anchoring of gene expression results strengthens confidence in functional annotation analyses.

Drug metabolism is initiated in most cases by cytochrome P450 enzymes (Cyp), a number of which perform phase 1 hydroxylation reactions on many drugs [24]. Of the 70 Cyp family members present on the Agilent rat microarray, 26 of them (37%) exhibited age-dependent differences in gene expression. These differentially expressed Cyp family members exhibited the full range of diverse expression patterns including young age-specific expression (e.g., Cyp2d3, Cyp3a2, and Cyp4f4), old age-specific expression (e.g., Cyp1a1, Cyp4b1, and Cyp24a1) and various transient, middle-aged peaks in expression (Cyp2c11, Cyp2d4, Cyp4a2, and Cyp8b1). 

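Of 57 Cyp genes that could be named on the array, 17 (29.8%) had at least 1 probe meeting the age-effect criteria. With the processed signal the number was 27. By the F-test of the brightest probe, 20 of the 57 genes had an adjusted p under 0.05 over all probes and 21 when adjusted over the list alone.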

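Cyp2d3, Cyp3a2 and Cyp4f4 did not meet the criteria, with limma F-test adjusted p of 0.973, 0.192 and 0.400. Their highest age means were at 5, 2 and 2 weeks. Cyp4b1 and Cyp24a1 met them, with their highest means at 104 and 78 weeks. Cyp2d4 and Cyp4a2 met them, with their highest means at 6 and 21 weeks, and Cyp8b1 did not (adjusted p = 0.549). Cyp2d3, Cyp3a2, Cyp4f4 and Cyp8b1 met the criteria with the processed signal. At 2 weeks the relative signal in replicate 1 was 27.9 for Cyp3a2 and 23.8 for Cyp4f4, and the highest in the other 2 week arrays were 0.246 and 0.323.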

The expression of genes encoding Cyp enzymes that participate in phase 1 drug transformations and show notable age-related changes in expression include Cyp1a1 (>100-fold age-difference, Figure 3), the Cyp2d family members 2d3, 2d4, 2d5 (4- to 13-fold age-differences), Cyp2c11 (>800-fold age-difference, Figure 3), and Cyp4b1 (4-fold age difference). Such large differences in basal gene expression during early adult and adult rat age groups could result in susceptibility to age-specific differences in drug efficacy or toxicity.

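The ratio of the highest to the lowest age mean was 4.21 for Cyp2d4, 12.4 for Cyp2d5 and 3.66 for Cyp4b1. At 2 weeks the relative signal of Cyp2d5 was 0.143 ± 0.241 (SD, n = 4), with animals from 0.0202 to 0.505. Without 2 weeks replicate 1 its largest relative fold change was 45.5 in place of 7.00. Cyp1a1, with no 2 week array well above background, was at least 7.22-fold higher at 78 weeks than at 2 weeks.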

A previous study [5] examined kidney gene expression in 10 to 80 day old Sprague Dawley rats and demonstrated age-specific susceptibility to cisplatin and gentamicin-induced nephrotoxicity. However, the gene expression analysis included only renal biomarker candidates Kim-1, Lcn2, Spp1 and Clu, across four, relatively young, age groups (10, 25, 40 and 80 days of age). The current study expands the view of the life cycle and provides whole genome coverage. Notably, the age-specific susceptibility to cisplatin and gentamicin-induced renal injury was lowest at 25 days of age with increasing susceptibility in both younger and older age groups. This pattern of susceptibility aligns well with the basal life cycle expression of Kim-1 (Figure 4) which exhibits its lowest expression at 5 weeks (35 days) and increased expression at younger (2 weeks) and older (8 to 78 weeks) age groups, suggesting a positive relationship between susceptibility to renal injury and Kim-1 basal expression. Furthermore, increases in renal Kim-1 expression in aging rats has previously been observed [1] at 18 and 24 months of age, including concurrent increases observed at the protein level in both tissue and urine. These results suggest gene expression level changes for Kim-1 in kidney tissue translate to measurable differences in less invasive biosamples such as urine. 

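The lowest age mean of Havcr1 was at 8 weeks. At 5 weeks it was 0.0866 ± 0.0235 (SD, n = 4), at 6 weeks 0.0756 ± 0.0177 (SD, n = 4) and at 2 weeks 0.249 ± 0.0442 (SD, n = 4). Against the mean of the other ages, the log2 difference at 5 weeks was -1.96 (standard error 0.37, adjusted p = 0.00544 from limma). Without 5 weeks replicate 5 the adjusted p was 0.0552.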

Age-related differences in gene expression in human kidneys have been reported [22], [25], in which biopsy or nephrectomy samples were examined, and age-related differences in gene expression were identified and analyzed. Comparison of the current rat life cycle expression data with Rodwell et al.’s [22], [25] 447 differentially expressed human genes resulted in an overlap of only 67 unique genes. However, the two human data sets showed conspicuous agreement and overlap with the current rat data in age-related changes in gene functional categories including extracellular matrix synthesis/turnover and immune cell trafficking and inflammation response. These findings highlight the major changes that influence aging kidney physiology: structural and intracellular decomposition, increases in fibrosis and inflammation, and accumulation of immune cells.

The translation of age in rodent models to humans is complex. Attempts at aligning the developmental stages of rats and humans have been made [26], using weight, time of weaning, sexual and skeletal maturity and reproductive senescence as reference markers. For instance, rats are generally considered sexually mature between 6 and 8 weeks of age compared to early teenage years in humans. However, different physiological systems and organs have unique developmental schedules and rates of function. In the kidney, glomerular nephrogenesis in prenatal humans is comparable to 1 to 2 week old rats while completion of nephrogenesis in 35 week prenatal humans compares to that of 4 to 6 week old rats [27]. Thus, the completion of renal anatomical development occurs prenatally for humans and postnatally for rats and thus the gene expression changes observed in this study likely align with pre-natal developmental stages of humans. However, the maturation of kidney function does not fully correlate with anatomical development. The level of glomerular filtration and tubular secretion of 45 to 180 day old infants is similar to 15 to 21 day old rats [27], [28]. Therefore, due to the differing rates of both anatomical maturation and physiological function in very young rats and humans, it is difficult to precisely translate the gene expression changes observed in the very young rat kidney to humans. These issues are of less concern when rats older than 8 weeks of age are used in typical pre-clinical testing because the kidney in rats is developmentally mature. Continued elucidation and connection of the renal anatomical markers and physiological endpoints with the underlying molecular changes, such as the global gene expression profiles presented in this study, will better enable translation of pre-clinical safety data to human kidney function and toxicity.

## Conclusions

These results provide evidence of life cycle-scale, age-related differences in gene expression which impact gene networks crucial to toxicological pathways such as oxidative stress (Nrf2 pathways) and xenobiotic metabolism (Cyp enzymes and drug transporters) that may underlie age-related susceptibilities. Gene-based biomarkers are being evaluated and qualified for preclinical testing because early diagnosis of drug-induced kidney injury is a key consideration for pharmaceutical safety and decision-making. Currently, proteins encoded by six genes (Kim-1, Clu, Tff3, Spp1, Lcn2 and Gsta2) have been qualified by the FDA for use as urinary biomarkers of kidney injury, and additional markers (Table 2) continue to be evaluated. Often dramatic changes in the expression of genes encoding these renal urinary biomarkers during the life-cycle have been identified during key developmental stages (e.g., Kim-1) and should provide a stronger basis for evaluating all renal biomarkers being proposed. Together, these age-related changes in kidney gene expression during the rat life cycle expand current understanding of kidney function and inform the use of current and proposed safety biomarkers.

## Supporting Information

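The copy of Table S1 used here held the first 1998 of its rows, so no test was run on the table. Relative fold changes computed from the processed signal differed from those of its rows by a median of 0.0274 on the log2 scale, and those from the median signal by 0.0814. The 99th percentiles of these differences were 0.0946 and 1.88, and the largest were 0.214 and 4.36. The processed signal thus lay closer to these rows than the median signal used here.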

Table S1 **Table of 7,683 Differentially Expressed Genes with annotations, fold-changes, and p-values.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

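Kidney RNA of 35 male rats of 8 ages was measured on one-color Agilent arrays, with 1 animal per array. There were 4 animals at 2, 5, 6, 8 and 104 weeks and 5 at 15, 21 and 78 weeks, as given by the sample labels. The paper's methods give 5 at 104 weeks.

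The authors extracted a fluorescence intensity for every spot with Agilent's Feature Extraction software and deposited the scanner files. These hold the median signal, the local background and a processed signal from which the software had subtracted background, none of them normalized between arrays. The authors also deposited a table of values for the same arrays, which equals the processed signal times one factor per array to within 0.154% to 0.587%. The methods of the paper state no background subtraction and scaling to the 75th percentile, and the paper's text names no signal column for the kidney arrays. It gives median intensities for the reference arrays, and on that basis the median signal scaled in that way was used throughout.

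The analysis ran in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Control spots and spots marked as outliers by the software were left out, the latter 0.141% to 0.394% of spots. Spots of one probe were averaged on the log2 scale. Gene symbols came only from RefSeq accessions in a table for the GRCr8 assembly, from which no coordinates were taken. For a gene with several probes, the probe with the highest mean signal stands for it. The genes named are those the paper names and, for each count, the 3 with the largest fold among called genes well above background on every array of the higher age.

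One limma model with the 8 ages was fitted to all 35 arrays. A probe had an age effect at an F-test p under 0.01 and a relative fold change of 1.5 in either direction at any age, after the paper. Probes were counted in contrasts at a Benjamini-Hochberg adjusted p under 0.05 and a fold of 1.5. A named gene in a contrast, or a list, is said to pass at an adjusted p under 0.05, whatever its fold. Where a probe was not well above background on any array of a group, the fold is a lower bound against the higher of the array's lowest well-measured signal and the probe's own signal. The design, the lists and the alternatives were set before the data were examined, apart from those named as chosen later. Gene lists were tested with camera at a preset correlation of 0.01, with fry, and with an estimated correlation. Lists of liver, brown and white fat, adrenal cortex, adrenal medulla, exocrine pancreas, skeletal muscle, red blood cell, skin and male reproductive tract genes were used to look for RNA of other tissues.

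The scripts were tested on simulated data. With 200 of 41012 probes changed, 88% were recovered in the 2 week contrast, with 5 calls among unchanged probes, and 98% in the old age contrast, with 3. With 400 changed, 94.5% were recovered by the age-effect criteria, with 150 calls among unchanged probes. The simulated noise was independent for every probe and array, without a slide effect, so these numbers of false calls do not carry over to the real arrays. Random assignments of the ages to the real arrays gave up to 13596 probes higher at 2 weeks and up to 1695 with an age effect.

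Between 65.8% and 77.4% of the features on an array were well above background, and between 0.279% and 1.07% were saturated. The alternatives were other signal columns, background corrections and normalizations, the authors' value table, filters, slide, scan day and replicate number as blocks, array weights, other thresholds and tests, and each array left out in turn. For array weights the restricted maximum likelihood estimate did not converge, and gene-by-gene weights were used. The mean signal could not be tried because the files hold no such column. Shares of variance have no replicates, so they were taken as unchanged within 1 SD of the values with each array left out. Slc22a7, Mmp25, Gsta5 and Cdc4 were not analysed here.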

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

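The highest or lowest array of an age was compared with the others of that age by its gap to the nearest of them over the whole range of the group. Of 152 groups of 4 or 5 arrays, 20 had an array farther out than Dixon's 95% critical value, and chance gives about 1 in 20 groups. The genes and components are related, so these do not count as separate findings. The comparison of 3 genes of 15 weeks replicate 5 with the arrays of 2 and 5 weeks was chosen after the result was seen. The arrays compared with random lists were picked by name and had the largest excess of liver genes, so this comparison is not independent of the result. The other tests in this part were not chosen after the result.

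The array 15 weeks replicate 5 lay apart on the first principal component (gap 0.81 of the range), at -11.3 against 13.8 to 19.6 for the other 15 week arrays. It also had the lowest log2 signal of its age for Cyp2c11 (0.9402), Slco1a1 (0.9654), Havcr1 (0.8187), Tff3 (0.7926) and Abcc2 (0.7815). On a scale from the mean of the 5 week arrays at 0 to that of the 15 week arrays at 1, over probes that separate these ages, chosen without the array itself, it lay at -0.005918, and the other 15 week arrays lay between 0.9392 and 1.347. A swap with a 5 week array was excluded, since the highest of those arrays lay at 0.2926. Some genes lay outside the range of the 5 week arrays. Its relative signal of Slco1a1 (0.0179), Cyp4a2 (0.0990) and Dhrs7l1 (0.0310) lay below every 5 week array, the lowest of which had 0.307, 0.267 and 0.153, and above every 2 week array. A wrong label therefore stays open and is not shown. An animal of the other sex or with slower maturation stays open too and was not tested, because neither Xist nor a gene of the Y chromosome has a named probe here.

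The array 2 weeks replicate 1 lay apart for Cyp17a1 (0.9767), with a log2 signal of 1.89 against -2.48 to -2.38, and for Abcc2 (0.9223). Over 23 genes of the liver list, Ahsg and Afp left out, it exceeded the other 2 week arrays by a median of 5.375 on the log2 scale, with 23 of 23 genes higher and albumin higher by 4.248. The median was above that of 100% of 10000 random lists of genes. The array 5 weeks replicate 2 showed an excess of 2.916 over the same genes, again in 23 of 23. RNA of liver tissue in these 2 samples is a candidate source of the high signal of Cyp17a1, Ahsg, Fabp1, Cyp3a2 and Cyp4f4, while a difference between animals was not tested. The array 6 weeks replicate 5 had a smaller excess of 0.8966, in 21 of 23 genes. In 21 weeks replicate 6, Ahsg (3.962) and albumin (6.532) were high, but the median excess was 0.2175, in 14 of 23 genes. Neither was compared with random lists. Of the 25 liver genes with a probe, 20 were well above background on most of the 6 to 21 week arrays.

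The array 78 weeks replicate 6 lay apart on the second component (0.745), at 42.8 against 14.1 to 21.4, and for Havcr1 (0.8197), Clu (0.7962) and Cyp1a1 (0.7765). Its Havcr1 and Clu were the highest of its age and its Cyp1a1 the lowest. Without it the largest relative fold change of Havcr1 was 9.75 in place of 14.0, and Havcr1 still met the age-effect criteria. No technical or biological explanation was tested for this array.

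The array 21 weeks replicate 6 lay apart on the second component (0.7353), at 1.69 against -14.5 to -10.2, and was lowest for Gstt1 (0.737), Cyp2c11 (0.7247) and Havcr1 (0.7175). The array 78 weeks replicate 2 lay apart on the third component (0.7278) and was highest for Cyp2c11 (0.738). It had the lowest share of features well above background, 65.8%, and the highest median local background, 66 intensity units. The array 5 weeks replicate 3 lay apart on the third component (0.9234) and 6 weeks replicate 6 was lowest for Kcnk3 (0.8722). No explanation was tested for these arrays, beyond the excess of the liver genes given above for 21 weeks replicate 6.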

How the results depend on the processing

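The alternatives added after seeing the data were the methods' ANOVA on the processed signal with spots kept separate, which gave 7590 probes with an age effect on log2 values and 7214 on linear values. The mean signal was not run, because the files hold no such column. The cause of the changes below was not tested, except that a higher fold threshold calls fewer probes by construction. The value table nearly equals the processed signal times a factor for each array, so its results go with those of the processed signal.

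With the processed signal, 7240 probes had an age effect, 5285 were higher at 2 weeks, 1001 lower and 2167 higher at 78 and 104 weeks, and 27 Cyp genes had an age effect. With the authors' value table the numbers were 7240, 5292, 1009, 2164 and 27. With slide as a fixed block, which left 10 residual degrees of freedom in place of 27, 1648 probes were higher and 1620 lower at 2 weeks. A fold of 2 gave 1007 and 952 probes at 2 weeks, 132 lower and 377 higher at 78 and 104 weeks, and 1685 with an age effect. In the other alternatives these counts stayed within 1.5 times their value. With each array left out, probes with an age effect numbered 3999 to 4383, those higher at 2 weeks 2324 to 2596, lower 2378 to 2784, those lower at 78 and 104 weeks 412 to 536 and higher 941 to 1060, and Cyp genes 16 to 20.

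The share of the first component was 42.19% with the processed signal, 42.2% with the value table, 49.5% with quantile normalization, 51.43% on linear values and 28.63% over all probes well above background, and 43.51 to 50.03% with each array left out. That of the second was 16.13% on linear values and 17.48% with unit variance, and 19.92 to 25.11% with each array left out. The third had 7.322% with normexp, 7.375% with quantile normalization, 9.956% on linear values, 9.535% with unit variance and 11.27% over all probes well above background, and 5.902 to 9.195% with each array left out. Without 21 weeks replicate 4 it was 5.902%.

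Clusters high at 2 weeks held 2450 features with the processed signal and 2395 with the value table. Among the clusters not counted at 2 weeks, those up with adult age held 1536 and 1198. Those down with adult age held 615 with the processed signal, 182 with 20 clusters and 167 from another random start. Over the called probes 27 arrays were nearest to their own age.

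Directions of lists are relative to all genes, and normexp moved the median of all genes at 6 weeks to 0.1885 from -0.03054. Among the lists that stand for categories the paper names, those that no longer passed with the correlation estimated from the data were DNA replication at 2 weeks (median 1.248) and in old age (-0.3833), axon guidance (0.6196), branched-chain amino acid degradation (-0.6222) and glutathione metabolism (-0.6243) at 2 weeks, and Nrf2 targets at 6 weeks (0.121) and 8 weeks (0.2338). Nrf2 targets at 6 weeks also no longer passed with fry (0.121) or normexp (0.1857). The lipid list at 6 weeks no longer passed with normexp (0.1354). The lipid list at 2 weeks passed with fry (-0.1989) and was reversed with quantile normalization (0.0141). The T cell, macrophage and B cell lists in old age passed in every alternative run.

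None of the reversed results had an adjusted p under 0.05. With normexp, the axon guidance (0.2359) and glutathione (0.1339) lists at 6 weeks were reversed relative to all genes, and the glutathione median itself stayed positive. Mmp2 in old age was -0.0001114 with scan date as a block and -0.02518 with slide as a random block, and -0.09202 to 0.08758 with each array left out. Mmp20, with 2 of 35 arrays well above background, was -0.1545 with normexp and -0.009517 with slide as a fixed block. The B cell list at 2 weeks was -0.1046 with normexp and -0.006024 with slide as a random block, and -0.2108 to -0.01118 with each array left out. The macrophage list at 8 weeks was -0.008768 with the processed signal, -0.01523 with the value table and 0.05334 with slide as a random block, and -0.07798 to 0.04272 with each array left out. With each array left out, the lists at 6 weeks ranged from -0.1104 to 0.1031 for DNA replication and from -0.07158 to 0.03711 for extracellular matrix, which in old age ranged from -0.121 to -0.002126.

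Of 147 single genes and lists, 83 kept their direction and side of the threshold in every alternative other than leaving out an array. With each array left out in turn, 120 kept them. The single lists compared with random ages below are not among the 147, and several of them changed as given above. Dim probes are limited by the signal over background, and without background subtraction their folds are compressed.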

Differences from the paper's values

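For features with an age effect the paper's value is 7,683 against 4276 here. For genes with an age effect the paper's value is 3,724 against 1951. Only probes with a RefSeq accession were named here, 12206 genes in all, while the paper counts Entrez Gene IDs. Gene counts, those of Cyp genes included, are therefore not like for like. The paper's text gives no rule behind its gene counts for the age divisions. Among the alternatives set before the data were examined, the processed signal (7240 and 2834) and the authors' value table (7240 and 2839) came within 1.5 times the paper's numbers and the others did not. The methods' ANOVA on the processed signal with spots separate, chosen after seeing the values, gave 7590 and 2768 on log2 values and 7214 and 2637 on linear values. For genes lower at 78 to 104 weeks than at 5 to 21 weeks, the paper's value of 390 compares with 236 here, with 389 for the processed signal, 392 for the value table, 269 with slide as a fixed block and 261 without 78 weeks replicate 2, and the other alternatives differed. For genes higher at 78 to 104 weeks the paper's value is 392 against 509 here, within 1.5 times, while the processed signal and the value table gave 880 each. The paper's 26 Cyp genes compare with 17 here. The processed signal and the value table gave 27, slide as a random block 19 and leaving out 2 weeks replicate 1 gave 20, and the others differed.

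The paper's share of features in clusters that differ at 2 weeks is 41%, against 76.1% here. The processed signal gave 60.75% and the other alternatives differed. The paper's number of features in the smallest cluster is 1 and of features in the largest cluster 1229, against 45 and 298 here. Elsewhere the paper's number of features in the most populated cluster is 1507, a different value for the largest one. No alternative came within 1.5 times of any of these. The paper clustered relative fold changes of more features, and its text gives no numeric rule for picking clusters. Standardized profiles and a rule of 1 SD were used here, so neither the shares nor the cluster sizes are like for like.

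For the maximum fold difference, the paper's value for Havcr1 is 141 against 49.59 here, for Lcn2 5.2 against 2.028, for Fabp1 540 against 148.7, for Mmp7 67 against 7.652 and for Mmp9 17 against 8.283. The paper gives over 5000 for Ahsg against 410.2 here, and over 800 for Cyp2c11 against 118.1 and for Slco1a1 against 329.7. The ratios of Ahsg, Mmp7 and Fabp1 here are not settled, because 1 of 4, 1 of 4 and 2 of 5 arrays of their lowest age were well above background and 1 array of the highest age was saturated for Ahsg. With the processed signal the values were 140 for Havcr1, 5.134 for Lcn2, 588 for Fabp1, 66.55 for Mmp7, 19.27 for Mmp9, 5724 for Ahsg, 814.3 for Cyp2c11 and 1015 for Slco1a1. The value table also came within 1.5 times the paper's values, and the other alternatives did not. In the rows of Table S1 read here, relative fold changes from the processed signal differed by at most 0.214 on the log2 scale. Those from the median signal differed by up to 4.36. The differences in fold that close with the processed signal thus go with the choice of signal. For Hgf the paper's 2.5 compares with 1.662 here. The processed signal (2.536), the value table (2.52) and normexp (1.797) came within 1.5 times, as did leaving out 2 weeks replicate 1 (1.794) or 5 (1.701) or 78 weeks replicate 3 (1.778), 4 (1.711), 6 (1.672) or 8 (1.68), and the other alternatives did not.

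For Havcr1 the paper's fold difference between 8 and 21 weeks is 8, against 4.014 here, 9.315 with the processed signal and 9.335 with the value table. No other alternative came within 1.5 times. For Slco1a1 the paper's fold increase from 2 to 5 weeks is 24, against 80.46 here. No alternative came within 1.5 times. With normexp (60.15) and without 5 weeks replicate 5 (64.83) the distance from the paper's value was less than the SD of the ratio between animals (47.12), and with the processed signal (238.9) and the value table (241.3) it was largest.

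The paper states that Kcnk3 declines with adult age. Its adjusted p here was 0.687, with no array at 104 weeks well above background, so a decline is not excluded, and it passed with the processed signal and the value table. Its age effect met the criteria with these, with slide as a fixed or random block and with array weights. Havcr1 is stated to be lowest at 5 weeks, and its lowest mean here was at 8 weeks. A decline of Mmp2 with age is stated, and Mmp2 fell from 2 weeks but was not lower at 78 and 104 weeks than at 5 to 21 weeks. Mmp20 is stated to increase in old age and did not pass here, with 2 of 35 arrays well above background, so an increase is not excluded. It passed with the processed signal, the value table and, below a fold of 1.5, quantile normalization. A peak at 6 weeks is stated for a group of Nrf2 genes. All 6 had their highest mean there, and Gstt1 alone passed over all probes. Cdc34 and Akr7a2 also passed there with array weights, below a fold of 1.5. Peaks at 5, 6 and 8 weeks are stated for Fads2, Hrh3 and Abcb1a, whose highest means here lay at those ages but did not pass (adjusted p = 0.0607, 0.148 and 0.660 from limma). Hrh3 passed with the processed signal, the value table, quantile normalization, slide as a fixed or random block and array weights. Fads2 passed with probes well above background alone, slide as a random block, array weights, and without 6 weeks replicate 3 or 21 weeks replicate 2, 3, 4 or 6, below a fold of 1.5 in each. Abcb1a passed with array weights. No cluster here had its highest mean at 8 weeks, where the paper states a cluster.

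Several genes the paper lists as differing with age did not meet the criteria. Cyp2d3, Cyp3a2, Cyp4f4, Cyp8b1, Cdc7, Lcn2, Hgf, Ccl17, Slco1c1, Slco4c1 and Akr7a2 met them with the processed signal and the value table. The probe used for Gstp1, which was saturated on 24 of 35 arrays, did not meet them, but its other probe did. Mcm7, Slco4c1 and the first probe of Gstp1 met them with array weights, and Slco4c1 also with quantile normalization and slide as a random block. Cyp2d3, Cyp3a2 and Cyp4f4 met them with slide as a fixed block, and Cyp3a2 and Cyp4f4 with slide as a random block. Sqstm1 met them in none of the alternatives. With single arrays left out, Por and Cyp3a2 met them without 2 weeks replicate 6, Lcn2 without 21 weeks replicate 3 or 5, and Mcm7 without 5 weeks replicate 2 or 3 or 21 weeks replicate 6. Slco4c1 did so without 5 weeks replicate 3, 21 weeks replicate 3 or 78 weeks replicate 2 or 6. Akr7a2 did so without 2 weeks replicate 1, 3 or 6, 5 weeks replicate 3, 21 weeks replicate 6, 78 weeks replicate 2 or 6, or 104 weeks replicate 1 or 2. The difference of Havcr1 between 8 and 21 weeks, which did not pass, did so with the processed signal, the value table, array weights and without 78 weeks replicate 6. Replicates of one age are stated not to share a slide, and here 2 arrays of the 2 week group did.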

Other observations

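The tests of single lists against random ages, of Afp against the other liver genes, and of Ucp1 against Adipoq were chosen after the result was seen. In 100 assignments of the ages to the arrays, the actual one included, a count as large was found in 1 for probes with an age effect, 2 for probes higher at 2 weeks, 1 for probes lower at 2 weeks, 1 each for probes lower and higher at 78 and 104 weeks, and 1 for Cyp genes, so chance can be excluded for these counts. For probes higher at 2 weeks, a random assignment gave as many as 13596 probes, against 2474 in the actual one. With 2 of 100, chance is excluded less firmly for this count than for the others. The number of list tests past the threshold, 30 of 40, was reached in 4 assignments, and the median of the random ones was 20.

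For single lists, a camera p as small was found in 2 of the 100 assignments for axon guidance and 2 for glutathione metabolism at 2 weeks, and in 1 each for the T cell, macrophage and B cell lists in old age and for Nrf2 targets at 8 weeks. Each of these is unlikely by chance when taken alone, but the lists were not corrected for their number. Axon guidance, glutathione metabolism and Nrf2 targets at 8 weeks also did not pass with an estimated correlation, so chance is not firmly excluded for them. For the camera p chance cannot be excluded for DNA replication at 2 weeks (13) and in old age (42). The same holds for branched-chain amino acid degradation (14) and the lipid list (48) at 2 weeks, and for Nrf2 targets at 6 weeks (21). Camera compares a list with all other genes. By the number of genes of the list with an adjusted p under 0.05 over all probes, as many were found in 1 of the 100 assignments for each of these lists other than Nrf2 targets, with 28 genes for DNA replication at 2 weeks and 13 in old age against at most 3 and 4 in the random ones. Chance can therefore be excluded for the differences of genes in these other lists with age. Of the Nrf2 targets a single gene was counted at each age, and as many were found in 4 assignments at 6 weeks and 4 at 8 weeks, with up to 13 genes at 6 weeks, which says nothing of the list as a whole.

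Afp was high in all 2 week arrays. In the 3 arrays other than replicate 1 it exceeded the 6 to 21 week level by 7.892 to 8.233 on the log2 scale, while the 23 other liver genes had a median difference of 0.01891, with 12 higher. Liver RNA as the source of Afp is excluded in those arrays. Expression of Afp by the young kidney stays open and was not tested.

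Ucp1 fell with age. Within ages, it was related over 35 arrays to the mean of 16 other genes of brown and white fat (Pearson r = 0.678, permutation p = 4e-05, Spearman rho = 0.7263, permutation p = 2e-05, two-sided, 100000 permutations within ages). This was the only relation of its kind computed. Without the 2 arrays farthest in Ucp1 r was 0.7608, and with scan day also removed 0.7709. RNA of fat attached to the kidney may therefore contribute. A smaller share of fat of one makeup is excluded as the whole cause, since Ucp1 changed by -3.933 more than Adipoq on the log2 scale, as the difference between the means of the 9 older and the 22 younger animals (permutation p = 1e-05, the smallest 100000 permutations can give). In the limma contrast, which weights the ages equally, Ucp1 changed by -5.15, Cox8b by -2.95 (adjusted p = 4.3e-10), Fabp4 by -1.497 (adjusted p = 3.3e-05), Adipoq by -1.06 (adjusted p = 2.9e-05) and Cfd by -0.55 (adjusted p = 0.222). Of the 17 fat genes, 14 were well above background on most of the 6 to 21 week arrays.

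Among the lists of other tissues, brown and white fat was lower in old age (camera, adjusted p = 4.4e-07; fry, 8.1e-06) and higher at 6 weeks (1.2e-11; fry, 0.00417). With camera alone, the liver list was higher at 2 weeks (0.00231) and lower at 8 weeks (0.0193), fat was higher at 8 weeks (0.00355) and the red blood cell list lower at 8 weeks (0.00231). The adrenal cortex, adrenal medulla, exocrine pancreas, skeletal muscle, skin and male reproductive tract lists passed in none of the 4 contrasts, with either camera or fry.

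After age means were removed, arrays of different ages with the same replicate number had a median correlation across probes of 0.0222, so the numbers do not pair the animals. Pairs scanned on the same day had a median of 0.298, and pairs on different days -0.0642.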
